# Liver ChIP-seq analysis in FGF19-treated mice reveals SHP as a global transcriptional partner of SREBP-2

**DOI:** 10.1186/s13059-015-0835-6

**Published:** 2015-12-04

**Authors:** Young-Chae Kim, Sangwon Byun, Yang Zhang, Sunmi Seok, Byron Kemper, Jian Ma, Jongsook Kim Kemper

**Keywords:** FGF15, Bile acid, Nuclear receptor, HMGCR, Cholesterol biosynthesis

## Abstract

**Background:**

Fibroblast growth factor-19 (FGF19) is an intestinal hormone that mediates postprandial metabolic responses in the liver. The unusual orphan nuclear receptor, small heterodimer partner (SHP), acts as a co-repressor for many transcriptional factors and has been implicated in diverse biological pathways including FGF19-mediated repression of bile acid synthesis. To explore global functions of SHP in mediating FGF19 action, we identify genome-wide SHP binding sites in hepatic chromatin in mice treated with vehicle or FGF19 by ChIP-seq analysis.

**Results:**

The overall pattern of SHP binding sites between these two groups is similar, but SHP binding is enhanced at the sites by addition of FGF19. SHP binding is detected preferentially in promoter regions that are enriched in motifs for unexpected non-nuclear receptors. We observe global co-localization of SHP sites with published sites for SREBP-2, a master transcriptional activator of cholesterol biosynthesis. FGF19 increases functional interaction between endogenous SHP and SREBP-2 and inhibits SREBP-2 target genes, and these effects were blunted in SHP-knockout mice. Furthermore, FGF19-induced phosphorylation of SHP at Thr-55 is shown to be important for its functional interaction with SREBP-2 and reduction of liver/serum cholesterol levels.

**Conclusion:**

This study reveals SHP as a global transcriptional partner of SREBP-2 in regulation of sterol biosynthetic gene networks and provides a potential mechanism for cholesterol-lowering action of FGF19.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0835-6) contains supplementary material, which is available to authorized users.

## Background

Small heterodimer partner (SHP, NR0B2) is an unusual orphan nuclear receptor that lacks a DNA binding domain and acts as a co-repressor for many other nuclear receptors involved in diverse biological pathways [1–4]. Recent studies using genetic mouse models have shown that SHP has a functional role in regulation of lipid/glucose metabolism, circadian control of metabolism, reproduction, and inflammation [5–9]. Of known SHP functions, the role of SHP in feedback repression of bile acid (BA) biosynthesis has been most intensively studied [5, 6, 10]. An endogenous ligand for SHP has not been identified, but protein levels and repression activity of SHP are modulated by post-translational modifications (PTMs) in response to BA or fibroblast growth factor-19 (FGF19) signaling [11–13]. FGF19 (FGF15 in mice) is an intestinal hormone that is induced by the BA-activated nuclear receptor FXR in response to a meal and strongly represses BA synthetic genes in a SHP-dependent manner [14, 15]. Intriguingly, the metabolic action of FGF19 is similar to insulin but FGF19 does not stimulate hepatic lipogenesis [15]. FGF19 also has cholesterol-lowering effects [16], but the underlying mechanisms are not known.

Sterol regulatory element-binding proteins (SREBPs) are a family of basic-helix-loop-helix transcription factors that regulate lipid metabolism [17]. Of the three mammalian isoforms, SREBP-1c mediates insulin-dependent activation of fatty acid synthesis, SREBP-2 is a master transcriptional activator of cholesterol biosynthesis, and SREBP-1a activates both fat and sterol biosynthetic gene programs [18, 19]. SREBP precursors are retained in the endoplasmic reticulum in a complex with INSIG and sterol-sensing SCAP. When cellular sterol levels are low, the complex dissociates and SREBP/SCAP are transported to the Golgi apparatus, SREBP is proteolytically cleaved, and the N-terminal SREBP fragment translocates to the nucleus and activates expression of fat and cholesterol biosynthetic genes [17]. A global role of SREBP-2 in lipid metabolism, as well as a new function, autophagy of lipid droplets under sterol-depleted conditions, was demonstrated by ChIP-seq studies [20].

In this study, we have identified genome-wide hepatic binding sites of SHP by ChIP-seq analysis in mice treated with vehicle or FGF19. SHP binding strikingly overlapped globally with SREBP-2 binding, published previously [20], at many sterol biosynthetic genes, including the HMG CoA Reductase (*Hmgcr*) gene. Utilizing molecular/biochemical approaches and SHP-knockout (KO) mice [5], we further show that treatment with FGF19 or feeding, which induces intestinal synthesis of FGF15 in mice, increases both the functional interaction of endogenous SHP with SREBP-2 in hepatocytes and the inhibition of sterol biosynthesis-related genes in a SHP-dependent manner.

## Results

### Identification of genome-wide binding sites of SHP in hepatic chromatin in mice

We have identified genome-wide binding sites of SHP in hepatic chromatin by ChIP-seq analysis in mice treated with vehicle or FGF19. 

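SHP (NR0B2) is an orphan nuclear receptor without a DNA-binding domain, and ChIP-seq locates it through the proteins that hold it on chromatin. Livers were collected 2 h after mice fasted for 12 h were injected with vehicle or with FGF19 at 1 mg/kg, and chromatin was precipitated with SHP antibody. Material from 3 mice was pooled in each group, so each group is 1 SHP ChIP library with 1 input library and no replicate error can be given. The authors aligned the reads to the mouse genome (mm9) with Bowtie and called peaks in each group against its own input with MACS version 2.0.10.20130501. The peak caller counted 17968561 SHP ChIP tags in the vehicle group and 16301598 in the FGF19 group, and used 15473647 and 13444078 of them after keeping at most 1 tag per position and strand. The inputs held 16164473 tags in the vehicle group and 17367587 in the FGF19 group after the same filter. The vehicle ChIP library was therefore the deeper of the pair. Tags were extended to 240 bp in the vehicle group and 260 bp in the FGF19 group, and the larger of ChIP and input was scaled to the smaller. For each peak the authors' list gives its interval, its summit, the pileup of extended tags at the summit, the fold enrichment over the local input background, and the -log10 of the p-value and of the q-value. The median peak length was 332.5 bp with vehicle and 374 bp with FGF19. The median fold enrichment was 4.14 with vehicle (quartiles 3.52 and 5.02) and 4.05 with FGF19 (quartiles 3.47 and 4.74). Peaks were then related to the GENCODE M1 annotation and to the genome sequence of the same build. Intervals of 95% given for percentages are Wilson intervals and cover counting error only, not the variation between mice or between ChIP experiments.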

The quality of the immunoprecipitation with SHP antibody was first confirmed by standard ChIP to detect binding of SHP at its known target genes, *Cyp7a1*, *Cyp8b1*, *Ntcp*, in WT and SHP-KO mice (Additional file 1: Figure S1a). Samples from three independent ChIP from mouse liver were pooled for the ChIP-seq sequencing (Additional file 1: Figure S1b).

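The authors' peak lists hold 1508 peaks in the vehicle-treated group and 3155 in the FGF19-treated group, a ratio of 2.09. With at least 1 bp shared, 686 vehicle peaks were overlapped by an FGF19 peak and 687 FGF19 peaks were overlapped by a vehicle peak, because some peaks of one list overlap more than 1 peak of the other. This left 822 peaks in the vehicle group only and 2468 in the FGF19 group only. The overlapped peaks were 45.5% of the vehicle peaks (95% interval 43.0 to 48.0) and 21.8% of the FGF19 peaks (20.4 to 23.2). When the vehicle peaks were placed at random on the same chromosomes with their lengths kept, 1000 times, between 0 and 7 of them overlapped an FGF19 peak. When the 2 summits had to lie at most 100 bp apart, the share of vehicle peaks with an FGF19 counterpart fell to 30.8%. Assigning each peak centre to the single nearest annotated TSS within 50 kb gave 1358 genes with vehicle and 2885 genes with FGF19, of which 644 were in both sets. With protein-coding genes only, the numbers were 1335, 2818 and 652. The curated regulatory domains that the paper's gene assignment includes were not used here.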

A total of 1,508 and 3,154 peaks were detected in the vehicle-treated and FGF19 samples, respectively, with 686 peaks (at least 1 bp overlap) common to both, and 1,307 and 2,768 genes nearest to the peaks within 50 Kb were identified for the vehicle- and FGF19-treated samples, respectively, with 650 genes common to both (Fig. 1a). Notably, SHP binding peaks were preferentially in the promoter regions with 66 % and 74 % of peaks within 1 kb of transcription start sites (TSS) in mice treated with vehicle and FGF19, respectively (Fig. 1b, c). This analysis revealed a strong preference of SHP binding in the proximal promoter regions of potential SHP target genes in both groups.

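Measured from the peak centre to the nearest TSS of any annotated transcript, 1097 of 1508 vehicle peaks lay within 1 kb, which is 72.7% (95% interval 70.4 to 74.9). In the FGF19 group 2574 of 3155 peaks did, which is 81.6% (80.2 to 82.9). Of 100000 random positions on chromosomes 1 to 19 and X, 4.05% lay within 1 kb of a TSS. The intervals of the vehicle and FGF19 groups do not overlap, but with 1 pooled library per group there is no replicate spread to set the difference against. Within 5 kb they were 83.6% with vehicle and 88.8% with FGF19. Leaving out peaks in exons away from the TSS, a step added after seeing the data, moved the vehicle value most, to 87.8% (85.8 to 89.5), and gave 89.1% with FGF19 (87.9 to 90.2). Peaks common to both groups lay within 1 kb of a TSS less often, in 68.8% with vehicle (65.2 to 72.2) and 68.9% with FGF19 (65.3 to 72.2). Among the peaks found in 1 group only the share was 76.0% with vehicle (73.0 to 78.8) and 85.1% with FGF19 (83.7 to 86.5). This order did not hold once peaks in exons away from the TSS were left out. The common peaks then stood at 92.0% with vehicle and 91.7% with FGF19, and the peaks in 1 group only at 84.8% and 88.5%. Summits within 1 kb of a TSS lay on both sides of it, 45.6% downstream with vehicle and 51.0% with FGF19.

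**Figure D1:**
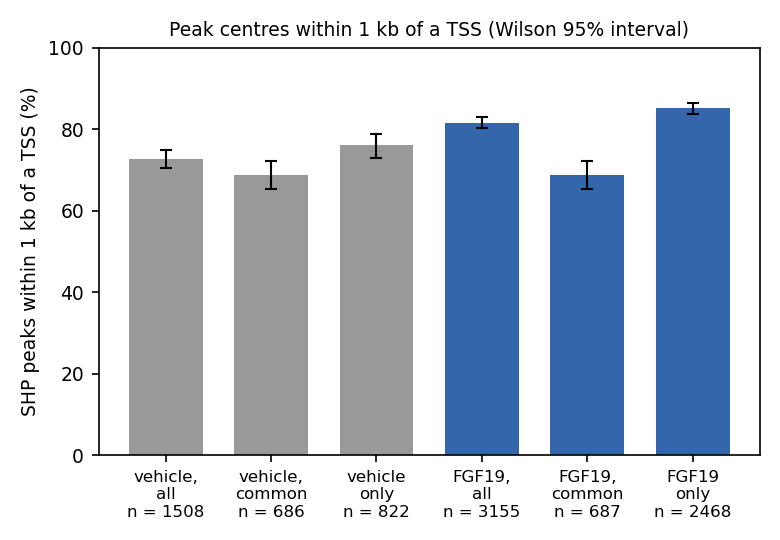
Percentage of SHP peaks whose centre lies within 1 kb of a TSS, in the vehicle (grey) and FGF19 (blue) groups, for all peaks, for peaks common to both groups and for peaks in 1 group only. Bars start at 0 and error bars are Wilson 95% intervals; the common peaks stand at 68.8% and 68.9%, and the FGF19-only peaks at 85.1%.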

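Peaks farther than 1 kb from every TSS were sorted by the annotation at their centre. With vehicle, 17.1% of all peaks lay in exons (95% interval 15.3 to 19.1), 4.71% in introns (3.75 to 5.90) and 5.44% between genes (4.40 to 6.70). With FGF19, 8.40% lay in exons (7.48 to 9.42), 4.34% in introns (3.68 to 5.11) and 5.67% between genes (4.92 to 6.54). Of these categories the groups differed most in exons. Among peaks common to both groups it was 25.2% of the vehicle peaks and 24.9% of the FGF19 peaks, and among peaks found in 1 group only it was 10.3% with vehicle and 3.81% with FGF19. From the distances to the TSS, the paper concludes that SHP binding prefers proximal promoter regions in both groups.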

**Fig. 1:**
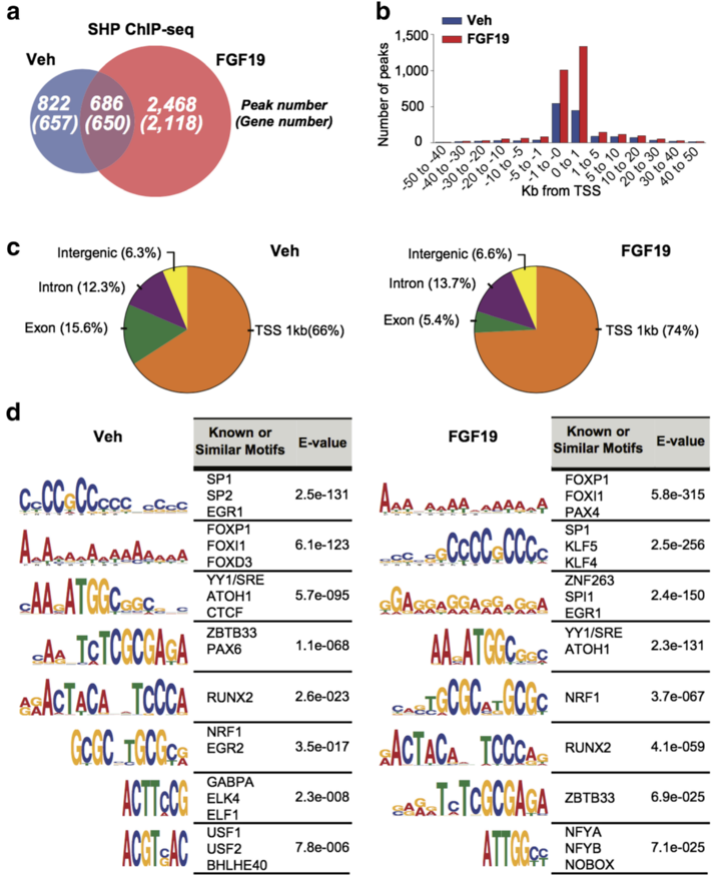
Genomic distribution of hepatic SHP binding and motif analysis of SHP binding regions. **a** Venn diagrams showing the numbers of SHP binding peaks in hepatic chromatin and nearby genes (parentheses) in mice treated with vehicle or FGF19 for 2 h. **b** Distances from the center of SHP binding peaks to the TSS. **c** Genomic distribution of SHP binding peaks in the vehicle- or FGF19-treated group. **d** Logos showing the common sequences detected with highest confidence (E-value) at the SHP binding peak regions. For each common sequence motif, up to the top three transcription factors that potentially bind to the motif are shown

### *De novo* motif analysis of SHP binding peak regions

To identify possible transcription factors that recruit SHP to its sites, DNA motifs were detected by *de novo* motif analysis within the SHP binding peak regions (+/- 100 bp of peak summit). 

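Consensus sequences of the non-nuclear receptor motifs were counted by exact match on either strand within 100 bp of each summit, and the same was done in 100 draws of random windows with the same GC content. The YY1/SRE core AANATGGC occurred in 147 of 1508 vehicle peaks, which is 9.75% (95% interval 8.35 to 11.3), against a mean of 6.61% in the random windows (range over the draws 5.04 to 8.49). With FGF19 it occurred in 238 of 3148 peaks on chromosomes 1 to 19 and X, which is 7.56% (6.69 to 8.54), against 6.56% (5.46 to 7.37). Among peaks found in 1 group only it occurred in 8.52% with vehicle and 6.75% with FGF19, inside the range of their own draws. Many random windows held sequence repeated in other windows. Leaving such sequence out of peaks and windows, a step added after seeing the data, gave 8.18% with vehicle and 6.82% with FGF19. These values lay above every draw (highest 4.09% and 3.37%). The NRF1 consensus GCGCNTGCGC occurred in 5.57% of vehicle peaks and 6.93% of FGF19 peaks, against 1.31% and 1.92% of the random windows. For the logo that the paper labels RUNX2, read as ACTACANNTCCC, the percentages were 1.53% with vehicle and 1.37% with FGF19, against 0.123% and 0.1198%. No other RUNX sequence was counted, so these values describe that logo and not RUNX sites in general. The ZBTB33 sequence TCTCGCGAGA was found in 2.39% of vehicle peaks and 1.08% of FGF19 peaks, against 0.0676% and 0.116%. SP1 and NF-Y sequences were also more frequent in both lists than in any draw of these windows. Peaks within 1 kb of a TSS were also set against promoters without a peak, matched on distance and, after seeing the data, on GC. There NRF1 was in 7.29% of vehicle and 8.08% of FGF19 peaks, against 4.49% and 5.12% of windows. The sequence of the logo labelled RUNX2 was in 2.10% and 1.59%, against 0.846% and 0.723%, and ZBTB33 in 3.28% and 1.32%, against 0.222% and 0.226%. Each of these peak percentages lay above every draw. Exact matches were used in place of the JASPAR motifs of Fig. 2, and EGR1 was not analysed here. The core labelled YY1/SRE comes from the motif that the paper ascribes to both YY1 and SREBP-2. The sterol regulatory element consensus ATCACCCCAC is a different sequence and was not counted in the peaks.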

The transcription factor motifs for previously unknown SHP partners, such as, SP1, YY1/SREBP-2, EGR1, NF-Y, RUNX2, and NRF1, were identified within SHP binding peaks (Fig. 1d). Since these transcription factors commonly bind to proximal promoter regions, further studies will be required to determine if these factors functionally interact with SHP or are coincidentally located within SHP binding areas.

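The half-site AGGTCA that most nuclear receptors bind was found within 100 bp of the summit in 9.08% of vehicle peaks (95% interval 7.74 to 10.6), against a mean of 8.62% in GC-matched random windows (range of 100 draws 6.90 to 10.4). With FGF19 it was found in 7.15% of peaks (6.299 to 8.10), against 6.77% (5.81 to 7.72). Both percentages lie inside the range of the draws. Repeated sequence was not left out of these windows, so its effect on the half-site background was not tested. The extended site AAAGGTCA of the NURR type was in 14 vehicle peaks, 0.928% against at most 0.862% in any draw, and in 13 FGF19 peaks, 0.413% against at most 0.476%. Peaks within 1 kb of a TSS held it in 0.638% with vehicle and 0.272% with FGF19, and the half-site in 7.57% and 5.91%. All lay inside the draws of promoter windows matched on distance and, after seeing the data, on GC. Against windows matched on distance alone, the half-site was below every draw (lowest 8.57% and 9.13%), and the extended site only with FGF19 (lowest 0.505%). Direct repeats spaced by 1 base (RGGTCANRGGTCA, bound by HNF-4 and by PPARγ with RXRα) were in 2 vehicle peaks and 2 FGF19 peaks. Direct repeats spaced by 4 bases (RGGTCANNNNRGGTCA, bound by LXR with RXRα) were in 0 vehicle peaks and 1 FGF19 peak. The windows matched to the vehicle peaks held either repeat in at most 0.199% of a draw, so a small excess would not be detectable with these numbers of peaks. Motifs of ROR and RAR were not analysed here. From its own motif enrichments the paper proposes that SHP may also work with factors that are not nuclear receptors.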

SHP has been shown to directly interact with and inhibit many other nuclear receptors, but binding motifs for known SHP-interacting nuclear receptors, such as HNF-4, LXR, PPARγ, ROR, RAR, NURR, and RXRα, were detected only at lower significance than the unexpected non-nuclear receptor binding motifs in both vehicle- and FGF19-treated groups (Fig. 2). These results suggest that in addition to nuclear receptors, SHP may functionally interact with non-nuclear receptor transcription factors that were not previously recognized as transcriptional partners.

**Fig. 2:**
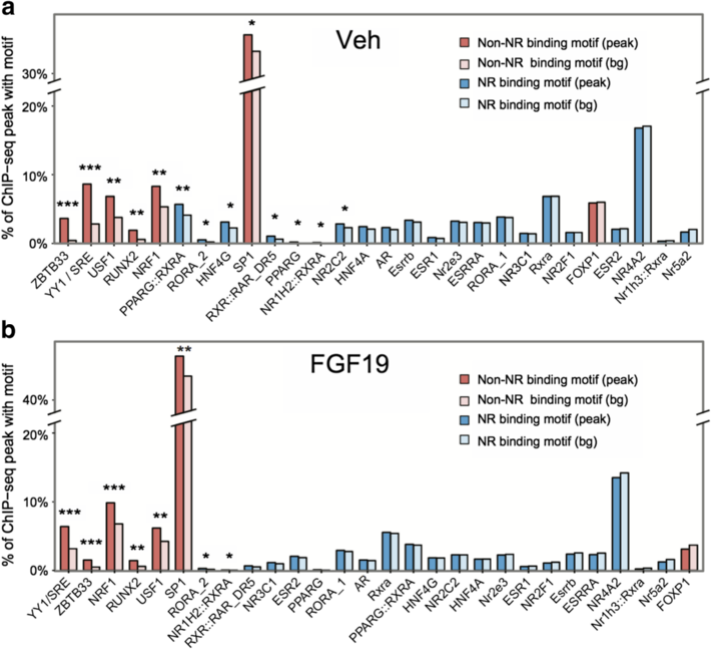
Motif enrichment in peak regions versus randomly selected background sequences. **a**, **b** For each transcription factor, the percentage of SHP peak regions in vehicle (Veh)- (a) or FGF19-treated samples (b) with motifs within +/-100 bp of the peak summits (peak) or the percentage in randomly selected sequences (bg) is shown. Randomly selected sequences are GC normalized to the peak region sequences. ‘Non-nuclear receptor (non-NR)’ binding motifs are for factors that are not in the nuclear receptor superfamily and ‘nuclear receptor (NR)’ motifs are all known nuclear receptor motifs listed in the JASPAR database. Motifs are ordered on the X-axis from smallest *P* value to largest *P* value from left to right based on the binomial test. ***P <1e-10, **P <0.01, *P <0.1. Note that with exception of PPARγ/RXRα in vehicle-treated sample, none of the nuclear receptor motifs has a *P* value smaller than 0.01

### Functional gene ontology (GO) analysis

To explore biological pathways potentially regulated by SHP, genes nearest to SHP binding peaks were assigned to functional groups by GO analysis. In both groups, the majority of potential SHP target genes were, as expected, present in metabolic pathways (Fig. 3a). In addition to metabolic processes, previously unknown functions were also predicted, which include stress response, signal transduction, chromatin organization, and regulation of transcription. Potential SHP target genes that are uniquely detected in the vehicle-treated sample included genes involved in drug metabolism, the immune process, DNA recombination, and circadian rhythm. Some potential SHP target genes that are uniquely detected in FGF19-treated samples included protein modifications, in particular ubiquitination, developmental process, hypoxia, autophagy, and 1-carbon metabolism (Fig. 3a). Overall, this GO analysis suggests that SHP may have a broader range of biological functions than previously recognized.

**Fig. 3:**
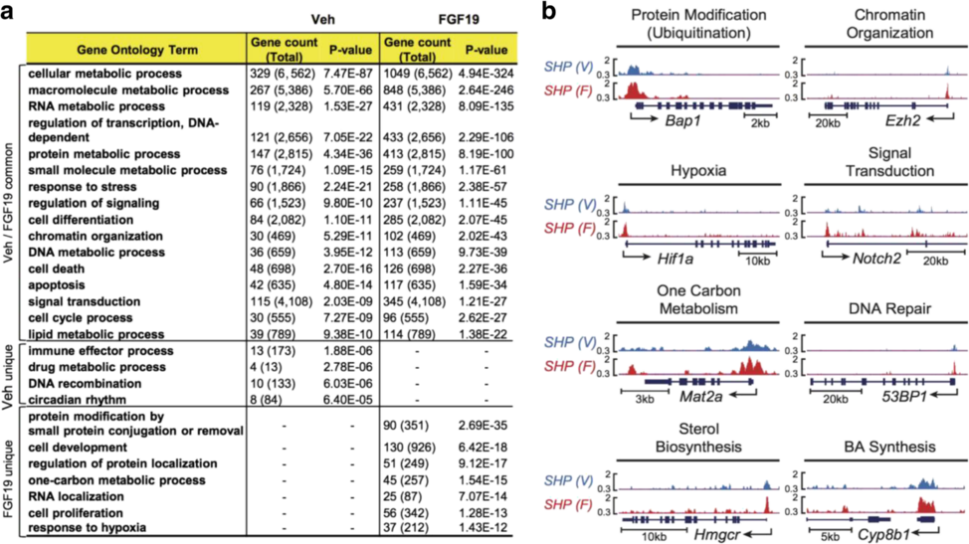
GO analysis and display of SHP binding peaks. **a** Categories (from the top 500 GO annotations) of the potential SHP target genes (nearest to and within 50 Kb of SHP binding peaks using GREAT) detected for both groups and uniquely in each group. **b** Normalized SHP binding peaks at hepatic genes involved in diverse biological pathways are displayed (UCSC genome browser)

Randomly chosen genes with enriched binding in the FGF19 group were analyzed by ChIP to validate the ChIP-seq results. Nearly all of the tested genes, 20 out of 21, showed at least a 1.5-fold increase in SHP binding after FGF19 treatment (Additional file 1: Figure S2). SHP binding peaks detected at hepatic genes involved in selected diverse biological pathways, including BA biosynthesis and transport, are displayed (Fig. 3b, Additional file 1: Figure S3). 

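The 6 genes of Fig. 3b examined here each had an SHP peak in the FGF19 group and none in the vehicle group within 5 kb of the gene. They were selected for display from these same libraries, so their count is not an independent test. At Bap1 the peak lay on chromosome 14 of mm9 from 32064228 to 32064872, with its summit 21 bp upstream of the gene start and a fold enrichment of 6.11. The peak of Trp53bp1, which encodes 53BP1, lay on chromosome 2 from 121096883 to 121097337, with its summit in an exon 42 bp downstream of the gene start and a fold enrichment of 6.46. Ezh2 had a peak on chromosome 6 from 47544967 to 47545311, whose summit was in an intron 210 bp downstream and whose fold enrichment was 4.45. The Notch2 peak, on chromosome 3 from 97817256 to 97817845, had its summit 142 bp upstream and a fold enrichment of 4.21. Mat2a was covered on chromosome 6 from 72389219 to 72389478, with a summit in an exon 197 bp downstream and a fold enrichment of 2.97. For Hif1a the peak on chromosome 12 from 75008837 to 75009223 had a fold enrichment of 4.05 and lay 6672 bp downstream of the annotated gene start, within 1 kb of the TSS of another transcript. Slc10a1, which encodes the bile acid transporter NTCP, also had a peak with FGF19 only, on chromosome 12 from 82068605 to 82068926, with its summit in an exon 258 bp downstream of the gene start and a fold enrichment of 3.82. A peak listed for 1 group only passed the q-value cutoff in that group, and the signal of the other group below its cutoff was not analysed here.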

SHP was shown to be required for FGF15/19-mediated repression of Cyp7a1 [14] but recent tissue-specific genetic mouse studies have indicated that both FGF15 and SHP play important roles in *Cyp8b1* repression, whereas FGF15, but not SHP, preferentially represses *Cyp7a1* gene expression [21]. 

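Cyp8b1 lies on chromosome 9 of mm9 from 121823474 to 121825423, on the minus strand, and each group had 2 SHP peaks over it. The peak nearest the TSS ran from 121825108 to 121825422 with vehicle and from 121825104 to 121825369 with FGF19, and its fold enrichment was 4.47 with vehicle and 3.76 with FGF19. The other peak lay farther inside the transcribed region, from 121823617 to 121824706 with vehicle and from 121823554 to 121824994 with FGF19. Its fold enrichment was 2.99 with vehicle and 6.84 with FGF19, a log2 ratio of 1.19, among the 5 largest rises of the 678 regions common to both groups. Its pileup at the summit was 22 tags with vehicle and 27 with FGF19. All 4 summits lay in the annotated exon, 142 bp and 1296 bp downstream of the gene start with vehicle and 100 bp and 1656 bp with FGF19. Of the common FGF19 summits inside genes and farther than 1 kb from a TSS, 91.0% lay in exons. Cyp7a1 lies on chromosome 4 from 6192759 to 6202780, and 0 peaks of either list were within 5 kb of it. Signal below the authors' q-value cutoff of 0.05 was not analysed here. With 1 pooled library per group these differences have no replicate check.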

In line with these recent findings, SHP binding peaks were readily detected at the promoter of *Cyp8b1* gene and relatively smaller peaks were present at the *Cyp7a*1 gene in FGF19-treated sample (Additional file 1: Figure S3). In standard ChIP assays, FGF19 treatment led to more marked binding of SHP to the *Cyp8b1* promoter compared to Cyp7a1 (Additional file 1: Figure S1a).

### Striking global co-occupancy of SHP with SREBP-2 at hepatic genomes

The DNA motif, AAgATGGCggcg, which was detected in SHP peak regions (Fig. 1d), binds YY1 but was also identified as an SREBP-2 motif [20]. In addition, DNA motifs for SP1 and NF-Y that function synergistically with SREBPs [22] were detected in SHP binding peak regions (Fig. 1d). 

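The longer motif printed in the paper, AAGATGGCGGCG, was searched with at most 1 mismatch within 100 bp of the summit. It was found in 48 vehicle peaks, 3.18% (95% interval 2.41 to 4.19), against 1.21% of GC-matched random windows (range of 100 draws 0.597 to 1.86). In the FGF19 group it was found in 98 peaks, 3.11% (2.56 to 3.78), against 1.62% (1.18 to 2.32). Of the random windows with at least 60% GC, 30.9% shared a stretch of 24 bases with at least 2 other windows, and of those that held the core AANATGGC, 82.2% did. Of the peaks, 4.31% with vehicle and 3.30% with FGF19 shared such a stretch with at least 2 random windows. With these peaks and the repeated windows both left out, a comparison chosen after seeing the data, the core was in 9.49% of 1443 vehicle peaks (8.09 to 11.1) against 2.70% of background windows (range 1.73 to 4.44), and in 7.56% of 3044 FGF19 peaks (6.67 to 8.55) against 2.48% (1.84 to 3.15). Promoters without a peak, read at the same distance from the TSS, held the core in 3.91% of windows for vehicle (2.64 to 5.29) and 3.88% for FGF19 (2.84 to 4.78), while the peaks within 1 kb of a TSS held it in 12.0% (10.24 to 14.1) and 8.31% (7.31 to 9.44).

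**Figure D2:**
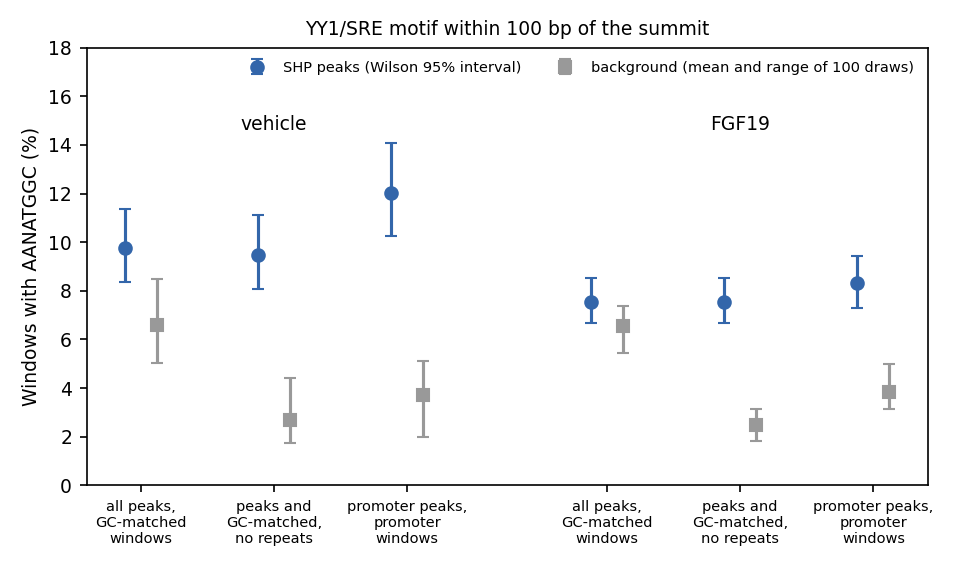
Percentage of windows reaching 100 bp to each side with the YY1/SRE core in SHP peaks (circles, Wilson 95% intervals) and in background windows (squares, mean and range of 100 draws), with vehicle at the left and FGF19 at the right. The promoter windows shown are matched on distance from the TSS and, a choice made after seeing the data, on GC. The columns without repeats leave repeated sequence out of peaks and background alike, also a choice made after seeing the data. With FGF19 all peaks, at 7.56%, lie just above the highest draw of GC-matched windows, 7.37%.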

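The SP1 sequence CCCCGCCCC occurred in 13.1% of vehicle peaks (95% interval 11.5 to 14.9) and 14.8% of FGF19 peaks (13.6 to 16.1), against 6.18% and 8.89% of GC-matched random windows. The NF-Y sequence ATTGGC occurred in 11.2% of vehicle peaks (9.71 to 12.9) and 11.1% of FGF19 peaks (10.1 to 12.3), against 4.50% and 4.22%. In promoters without a peak, at the same distance from the TSS, SP1 was in 4.98% of windows for vehicle (highest draw 6.75%) and 5.01% for FGF19 (6.25%), and NF-Y in 8.25% and 8.16%, and the promoter peaks were above every draw for both sequences. With GC matched as well, a background chosen after seeing the data, SP1 was in 13.4% of windows for vehicle (range of 100 draws 10.8 to 16.0) and 15.9% for FGF19 (14.2 to 17.2), against 17.0% of promoter peaks in both groups. The FGF19 value lies inside the range of the GC-matched draws and the vehicle value above it. NF-Y was in 8.72% of the GC-matched promoter windows for vehicle (6.47 to 10.7) and 8.13% for FGF19 (6.57 to 9.36), against 12.2% and 11.9% of the promoter peaks, above every draw in both groups.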

SREBP-2 is a master transcription activator of cholesterol biosynthesis [17], so the possibility that SHP interacts with SREBP-2 to regulate sterol biosynthesis, in addition to its role in sterol catabolism into BAs, was intriguing.

Remarkably, about 42 % of the SREBP-2 sites, published previously [20], overlapped with SHP sites (*P* value <2.2e-16, Fisher’s exact test) and about 20 % of the SHP sites overlapped with SREBP-2 sites (Fig. 4a, b). Re-analysis of the sequence data for the published SREBP-2 ChIP-seq study using the same pipeline as used for our SHP CHIP-seq data resulted in about half as many SREBP-2 sites, but a similar percentage of SREBP-2 sites overlapped with SHP sites (data not shown).

**Fig. 4:**
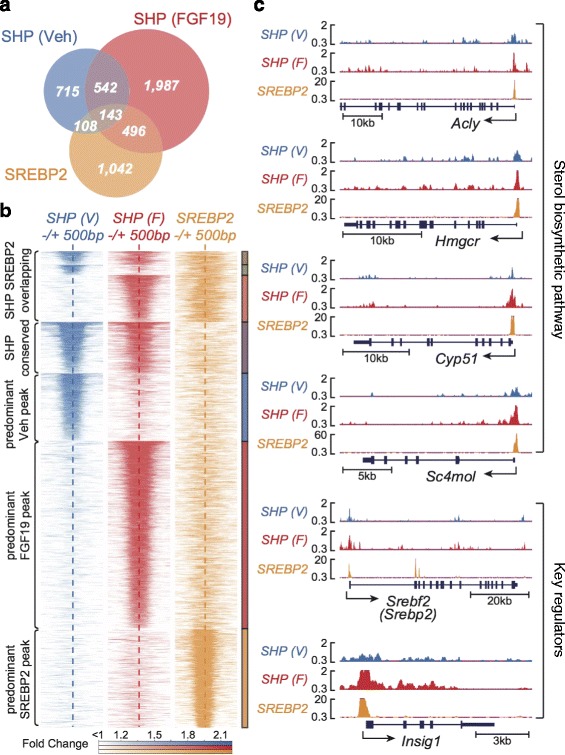
Co-localization of SHP and SREBP-2 binding sites in hepatic genomes. **a** A Venn diagram showing the overlap between the binding peaks of SHP and SREBP-2 [20] in hepatic chromatin. Peaks with at least 1 bp overlap were designated as overlapping. **b** Heat map analysis showing overlapping binding peaks of SHP and SREBP-2 in vehicle- or FGF19-treated group (SHP SREBP2 overlapping); SHP peaks present in both groups (SHP conserved); and peaks present in only one group as indicated (predominant). **c** Normalized ChIP-seq peaks for SHP and SREBP-2 at selected sterol biosynthetic networks are displayed (UCSC genome browser)

Since the role of SREBP-2 in regulating the sterol biosynthetic pathway is well known, we compared binding of SHP and SREBP-2 near to genes in this pathway. Strikingly, SREBP-2 binding coincident with SHP binding was detected at genes related with sterol biosynthesis, including the rate-limiting enzyme HMGCR, a master transcription activator, SREBP-2, and its partner proteins, INSIG and SCAP (Fig. 4c, Additional file 1: Figure S3). 

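The SHP side of this comparison was read from the peak lists, and the SREBP-2 peaks were not analysed here. The 5 genes of Fig. 4c examined here each had an SHP peak with its summit within 1 kb of a TSS in the FGF19 group and none in the vehicle group. They were selected for display from these same libraries, so their count is not an independent test. At Srebf2, which encodes SREBP-2, the peak on chromosome 15 of mm9 from 81977633 to 81977931 had its summit in an exon 36 bp downstream of the gene start and a fold enrichment of 3.68. The Insig1 peak on chromosome 5 from 28397839 to 28398166 also had its summit 36 bp downstream, in an exon, with a fold enrichment of 3.25. Fold enrichments were 3.07 at Acly, 5.58 at Cyp51 and 3.69 at Sc4mol. At Scap the peak on chromosome 9 from 110235618 to 110236165 had a fold enrichment of 3.72 and its summit lay 165 bp downstream of the gene start. For 4 of these 5 genes of Fig. 4c the fold enrichment was below 4.05, the median of all FGF19 peaks, and for Cyp51 it was above the upper quartile of 4.74. The other measures ranked these peaks differently. By pileup at the summit, Insig1 (35 tags), Acly (33), Sc4mol (31) and Cyp51 (26) were above the FGF19 median of 24. Srebf2 (22) was below it. By -log10 q-value, Insig1, Sc4mol and Cyp51 were above the median of 5.08, and Acly and Srebf2 below it. From its genomic analyses the paper proposes a partnership of SHP and SREBP-2 in regulating sterol biosynthetic genes.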

In GO analysis of genes with overlapping peaks for SHP and SREBP-2, a number of pathways related with metabolic processes were enriched (Additional file 1: Figure S4). These genomic analyses suggest a potential partnership of SHP and SREBP-2 in regulation of sterol biosynthetic genes in the liver.

### SHP is recruited to SREBP-2 target sterol biosynthesis-related genes and inhibits their expression

We next examined the effect of FGF19 on the occupancy of SHP and SREBP-2 at cholesterol biosynthesis-related genes. Occupancy of SHP was increased, while occupancy of SREBP2 was detected but not increased, by FGF19 at nearly all genes tested in WT mouse liver (Fig. 5a, b) and in primary mouse hepatocytes and increased SHP binding was not detected in SHP-KO mice (Additional file 1: Figure S5a, b). Consistent with the co-repressor function of SHP [13, 23, 24], increased occupancy correlated with decreased mRNA levels by FGF19 treatment (Fig. 5c). FGF19 inhibition of expression of these genes was not observed in SHP-KO mice (Fig. 5d) and protein levels of the rate-limiting enzyme for sterol biosynthetic pathway, HMGCR, was also decreased by FGF19 in a SHP-dependent manner (Fig. 5e). These results suggest that SHP is recruited to SREBP-2 target genes related with cholesterol biosynthesis and inhibits these genes.

**Fig. 5:**
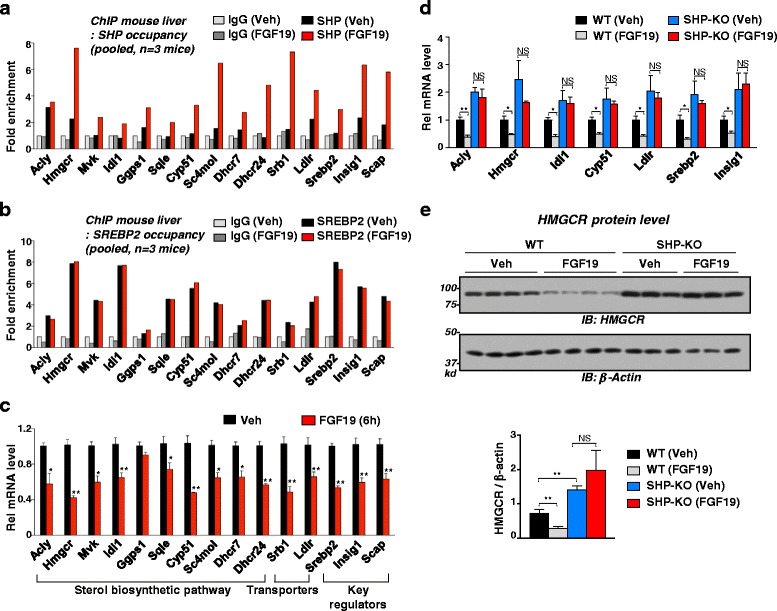
SHP was recruited to SREBP-2 target sterol biosynthesis-related genes and inhibits their expression. Mice were treated with vehicle or FGF19 and livers were pooled from three mice for ChIP assays (**a, b**) to examine occupancy of SHP (**a**) and SREBP-2 (**b**) at the indicated genes, and mRNA levels of genes near SHP binding peaks (**c**). Statistical significance was determined by the Student’s *t*-test (SEM, n = 3, *P <0.05, **P <0.01). **d, e** WT or SHP-KO mice were treated with vehicle or FGF19 for 6 h and livers were collected. **d** Effects of FGF19 on mRNA levels of indicated genes. **e** Hepatic protein levels of HMGCR in WT and SHP-KO mice were measured and relative HMGCR levels are shown (right)

### FGF19 increased the functional interaction between SHP and SREBP-2 at *Hmgcr*, resulting in epigenomic repression

To test the effect of SHP on SREBP-2 activity, DNA regions of *Hmgcr*, *Insig-1*, and *Srebp-2* containing both SHP and SREBP-2 binding sites*,* were cloned into luciferase plasmids for reporter assays. Expression of SREBP-2 increased luciferase activities, and co-expression of SHP inhibited the increased transactivation, while downregulation of SHP enhanced the increase (Fig. 6a). These results suggest that SHP inhibits SREBP-2 activation of these genes.

**Fig. 6:**
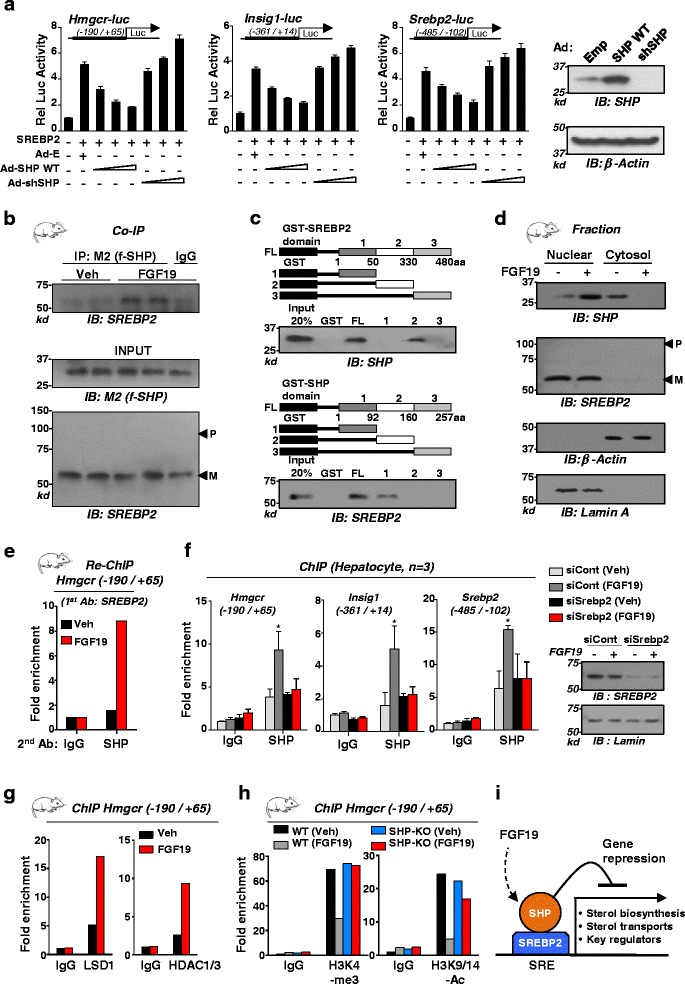
FGF19 increased functional interaction of SHP with SREBP-2, resulting in epigenomic repression. **a** Reporter assay: HepG2 cells were transfected with plasmids and infected with adenoviruses as indicated, treated with FGF19, and luciferase activity was normalized to β-galactosidase activity. Protein levels of SHP are shown at right. **b** CoIP: Mice were tail vein injected with Ad-flag-SHP, 1 week after infection, mice were treated with vehicle or FGF19 for 2 h, and CoIP assays using liver nuclear extracts were performed. P or M indicates the precursor or mature form of SREBP-2, respectively. **c** GST pull-down: Schematics of the SHP and SREBP-2 domains fused to GST are shown at the top. The amount of SHP and SREBP-2 bound to the reciprocal GST-proteins were determined by IB. **d** Fractionation study: Effects of FGF19 on protein levels of SHP and SREBP-2 in nuclear and cytoplasmic fractions of mouse liver extracts. Actin and lamin were markers for the cytoplasm and nucleus, respectively. **e** Liver re-ChIP: Mice were treated with vehicle or FGF19 for 2 h and livers were pooled from three mice. Chromatin was immunoprecipitated with SREBP-2 antibody first and then eluted and re-precipitated with SHP antibody. **f** siRNA/ChIP: Hepatocytes were transfected with siRNA for SREBP-2 or control RNA and then 3 days later, cells were treated with vehicle or FGF19 for 2 h and ChIP assays were done. Statistical significance was determined by the Student’s *t*-test (SEM, n = 3, *P <0.05). At right, levels of nuclear SREBP-2 protein levels detected by IB are shown. **g**, **h** ChIP: WT or SHP-KO mice (pooled from three mice) were treated with vehicle or FGF19 and ChIP assays were done. **i** Model illustrating molecular mechanisms by which SHP inhibits SREBP-2 direct target genes

To further examine the effect of FGF19 on SHP regulation of SREBP-2 activity, we performed CoIP protein interaction studies. FGF19 treatment increased the interaction of adenovirally expressed SHP with SREBP-2 in liver extracts (Fig. 6b). In GST pull-down studies using partially purified proteins (Additional file 1: Figure S6), full length SREBP-2 and its central domain fragment (50-330 aa) bound to SHP, while full length SHP and its N-terminal domain (1-92 aa) bound to SREBP-2 (Fig. 6c), indicating that SHP and SREBP-2 directly interact.

FGF19 treatment increased nuclear localization of SHP in the nucleus (Fig. 6d). This observation together with the observations of direct interaction between SHP and SREBP-2, which was increased interaction by FGF19, suggests that SREBP-2 may recruit SHP to its target cholesterol biosynthetic genes and that these two proteins co-occupy the same genomic site in these genes. We, thus, examined these possibilities using *Hmgcr* gene as a model by re-ChIP assays. In chromatin first precipitated by SREBP-2 antibody, *Hmgcr* sequence enriched by re-precipitation with SHP antibody was increased by FGF19 (Fig. 6e). Since occupancy of SREBP-2 at *Hmgcr* was not increased by FGF19 (Fig. 5b), these results suggest that SREBP-2 binds constitutively to *Hmgcr* and recruits SHP to the gene upon FGF19 treatment. Increased SHP occupancy at *Hmgcr*, *Insig-1*, and *Srebp-2* by FGF19 treatment was nearly abolished when SREBP-2 was downregulated in hepatocytes (Fig. 6f), indicating that SHP occupancy is dependent on SREBP-2.

SHP inhibits its target genes by recruiting repressive histone modifiers, such as HDACs and LSD1, resulting in epigenomic repression [23–25]. As expected, occupancy of LSD1 and HDAC1/3 was increased by FGF19 (Fig. 6g), and levels of H3K4-me3 and H3K9/14-Ac, gene activation histone markers [26], were decreased by FGF19 but these effects were attenuated in SHP-KO mice (Fig. 6h). As illustrated in Fig. 6i, these results suggest that SHP is recruited to SREBP2-bound chromatin at sterol biosynthetic genes by FGF19 treatment, resulting in epigenomic repression.

### Feeding inhibited SREBP-2 target sterol biosynthetic genes in a SHP-dependent manner

After a meal, FGF15/19 is induced by BA-activated FXR in the ileum and acts at the liver to mediate postprandial responses [14, 15]. In humans, serum FGF19 levels were shown to be elevated about 3 h after feeding long after insulin levels are increased [27]. We, therefore, examined the effects of feeding, which would activate endogenous FGF15 signaling by BA-activated intestinal FXR on the functional interaction of endogenous SHP and SREBP-2.

Increased levels of phosphorylated ERK, a marker of FGF15/19 signaling [14, 15, 28], were detected in mice fed for 6 h after 12 h of fasting (Fig. 7a). In cellular fractionation studies, feeding increased nuclear abundance of SHP, but SREBP-2 was constitutively localized in the nucleus (Fig. 7b). Importantly, the interaction in liver nuclear extracts between endogenous SHP and SREBP-2 was increased by feeding (Fig. 7c). In ChIP assays, feeding decreased levels of gene activation histone marks, H3K4-me3 and H3K9/14-Ac, at *Hmgcr* gene in WT mice, but these effects were diminished in SHP-KO mice (Fig. 7d). Feeding also inhibited expression of direct SREBP-2 target sterol biosynthesis-related genes (Fig. 7e) and significantly decreased HMGCR protein levels in WT mice (Fig. 7f). In sharp contrast, in SHP-KO mice, basal expression of these genes in fasted mice was highly elevated and was not decreased by feeding nor were HMGCR protein levels decreased. Treatment with an FXR agonist, GW4064, which would result in intestinal induction of endogenous FGF15, also decreased expression of these genes similar to those treated with FGF19 or feeding (Fig. 7g). These results suggest that the functional interaction between endogenous SHP and SREBP-2 is increased in the nucleus physiologically by feeding and that SHP is important for feeding-mediated inhibition of SREBP-2 target genes involved in sterol biosynthesis.

**Fig. 7:**
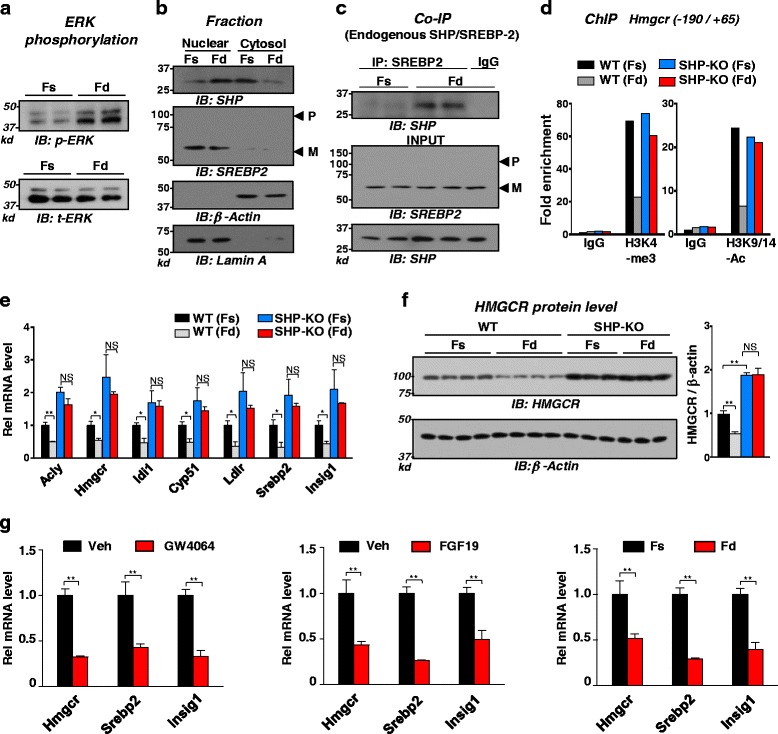
Feeding inhibited SREBP-2 target sterol biosynthesis genes in a SHP-dependent manner. WT or SHP-KO mice were fasted for 12 h and then fed or fasted for 6 h and livers were collected. **a** Levels of phosphorylated ERK and total ERK levels are shown. **b** Fractionation study: Protein levels of SHP and SREBP-2 in nuclear and cytoplasmic fractions of mouse liver extracts were measured. **c** CoIP assays were done to monitor effect of feeding on interaction with endogenous SHP and SREBP-2. **d**-**f** ChIP: Effects of feeding and fasting in WT or SHP-KO mice on (**d**) gene activation histone marks at *Hmgcr* gene, (**e**) the mRNA levels of indicated genes, and (**f**) hepatic protein levels of HMGCR. Statistical significance was determined by the Student’s *t*-test, (SEM, n = 3-4, *P <0.05, **P <0.01, and NS, statistically not significant). **g** Mice were fasted for 12 h and then, treated with GW4064, FGF19, or feeding for 6 h and livers were collected to measure mRNA levels of *Hmgcr*, *Srebp2*, and *Insig1* genes by q-RTPCR. Statistical significance was determined by the Student’s *t*-test, (SEM, n = 5 mice, *P <0.05, **P <0.01)

### FGF19-induced phosphorylation of SHP at Thr-55 is important for inhibition of sterol biosynthetic genes and reducing cholesterol levels

An important question is how SHP senses the FGF19 signal to mediate transcriptional responses. It was shown that SHP is phosphorylated at Thr-55 by PKCζ upon FGF19 signaling [13]. To test if this phosphorylation of SHP at Thr-55 is important for inhibition of SREBP-2 transactivation by FGF19, we examined the effects of mutation of Thr-55 on expression of *Hmgcr*, *Insig*, and *Srebp-2* genes using luciferase reporter plasmids containing the promoter regions of these genes that bound both SHP with SREBP-2. Expression of SREBP-2 increased the luciferase activity and overexpression of SHP wild type (WT) decreased the activity in a dose-dependent manner (Fig. 8a). In contrast, these effects were not observed with the phosphorylation-defective T55A mutant and notably, the T55A mutant acted like a dominant negative mutant and increased expression. These data suggest that FGF19-induced Thr-55 phosphorylation of SHP is important for its inhibition of SREBP-2 activity.

**Fig. 8:**
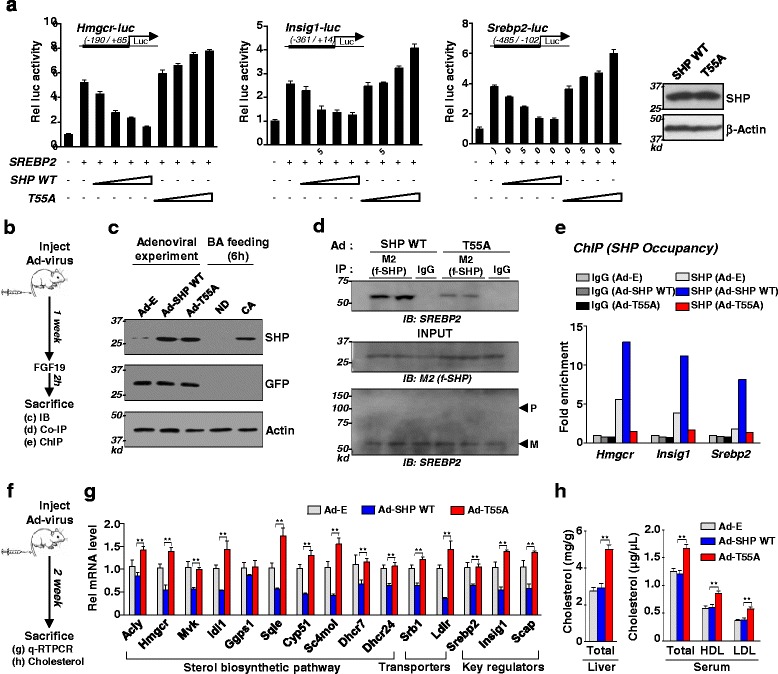
Role of FGF19-induced phosphorylation of SHP at Thr-55 in functional interaction with SREBP-2 and inhibition of sterol biosynthetic genes. **a** Luciferase reporter assay: HepG2 cells were transfected with the plasmids indicated, treated with FGF19, and luciferase/β-galactosidase activities were measured. **b** Experimental outline for adenoviral experiments. **c** Mice were injected via the tail vein with control Ad-empty, Ad-SHP WT, or Ad-T55A and then 2 weeks later, livers were collected. For BA feeding (0.5 % CA diet) experiments, mice were fed normal diet (ND) or CA for 6 h and then, livers were collected. Liver extracts (pooled from n = 3) were prepared and protein levels of SHP, GFP, and actin were detected by IB. **d** Mice were injected via the tail vein with adenovirus and 1 week later, the injected mice were treated with vehicle or FGF19 for 2 h and CoIP assays were done in liver extracts and (**e**) ChIP assays were done using livers pooled from three mice. **f** Experimental outline. Mice were injected with Ad-SHP WT or the T55A mutant, and 2 weeks later, (**g**) mRNA levels of indicated genes and (**h**) liver and serum cholesterol levels were measured

To determine the role of phosphorylation of SHP on functional interaction with SREBP-2 in the liver, mice were tail vein injected with adenovirus expressing SHP WT or T55A and 1 week later, the mice were treated with FGF19 for 2 h (Fig. 8b). The protein levels of SHP in adenoviral-mediated expression groups were similar to physiological levels of SHP after BA-mediated induction (Fig. 8c). In CoIP studies, the increased interaction of SHP with SREBP-2 by FGF19 was markedly diminished with the T55A mutant compared to control WT (Fig. 8d). In ChIP assays, the increased SHP occupancy at selected SREBP-2 target genes by FGF19 treatment was not observed with the T55A mutant (Fig. 8e). These results suggest a potential role of FGF19-induced phosphorylation of SHP in functional interaction with SREBP-2 in the nucleus.

Finally, we determined the effects of mutation of Thr-55 on expression of key sterol biosynthetic genes and serum/liver cholesterol levels. Adenoviral-mediated liver-specific expression of SHP WT (Fig. 8f) resulted in decreased mRNA levels of nearly all tested genes but these effects were completely blocked in mice expressing the phosphorylation-defective Thr-55 SHP mutant (Fig. 8g). As expected from the increased expression of cholesterol biosynthetic genes, levels of cholesterol in liver and serum were significantly increased in mice expressing the Thr-55A SHP mutant (Fig. 8h). These studies suggest that FGF19-induced phosphorylation of SHP at Thr-55 is important for its functional interaction with SREBP-2 and inhibition of SREBP-2 target genes related with the sterol biosynthetic pathway.

## Discussion

We have identified genome-wide binding sites of SHP in hepatic chromatin and demonstrate that SHP is a new transcriptional partner with SREBP-2 in the regulation of cholesterol biosynthesis. 

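The lists hold 1508 peaks with vehicle and 3155 with FGF19. Peaks of the 2 lists that overlap form 678 separate regions, of which 663 have 1 peak on each side, and together the lists cover 3968 separate regions. The summits of overlapping peaks lay a median of 59 bp apart. The common peaks were the stronger ones in both groups, with a median fold enrichment of 4.45 with vehicle (quartiles 3.63 and 5.88) and 4.44 with FGF19 (3.57 and 5.53), against 3.97 for the vehicle-only peaks (3.46 and 4.64) and 3.97 for the FGF19-only peaks (3.43 and 4.58). When the FGF19 list was shortened to the 1508 peaks with the smallest q-values, 467 of them overlapped a vehicle peak.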

The ChIP-seq analysis revealed 1,508 and 3,155 binding sites in vehicle- and FGF19-treated groups, respectively, with about 685 sites present in both groups. The overall pattern of SHP binding between these two groups was similar but SHP binding was enhanced at the sites by FGF19. 

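At the 678 regions common to both groups, the fold enrichment of the strongest peak on each side was higher with FGF19 in 329, which is 48.5% (95% interval 44.8 to 52.3). The median log2 ratio of FGF19 to vehicle was -0.02, with quartiles of -0.36 and 0.32. The median fold enrichment at these regions was 4.45 in both groups. By pileup at the summit divided by the ChIP tags of the library, 73.6% of the regions (70.2 to 76.8) were higher with FGF19, with a median log2 ratio of 0.20. By pileup over the genome-wide expectation, which also takes account of the longer tag extension in the FGF19 group and was chosen after seeing the data, 62.4% were higher (58.7 to 66.0), with a median log2 ratio of 0.09. By the -log10 q-value, 51.8% were higher (48.0 to 55.5). Among the 5 largest rises in fold enrichment were Cyp8b1, from 2.99 to 6.84, and an exon of Prdx6 on chromosome 1, from 4.32 to 8.97. The largest falls were at Rabl2 on chromosome 15, from 12.3 to 3.06, and in an exon on chromosome 12 from 105651658 to 105652379, from 9.02 to 2.38. Pileup at the summit fell at Rabl2, from 48 tags with vehicle to 21 with FGF19, but not at the chromosome 12 exon, where it was 26 and 29. At Prdx6 it was 24 with vehicle and 25 with FGF19, and at Cyp8b1 22 and 27. Regions are not replicates, and with 1 pooled library per group no test of the treatment was made. Outside the common regions, 2468 peaks were in the FGF19 group only and 822 in the vehicle group only. The paper states that the pattern was similar and that FGF19 enhanced SHP binding at the sites. It also reports standard ChIP assays, not analysed here, in which SHP binding rose at nearly every gene tested.

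**Figure D3:**
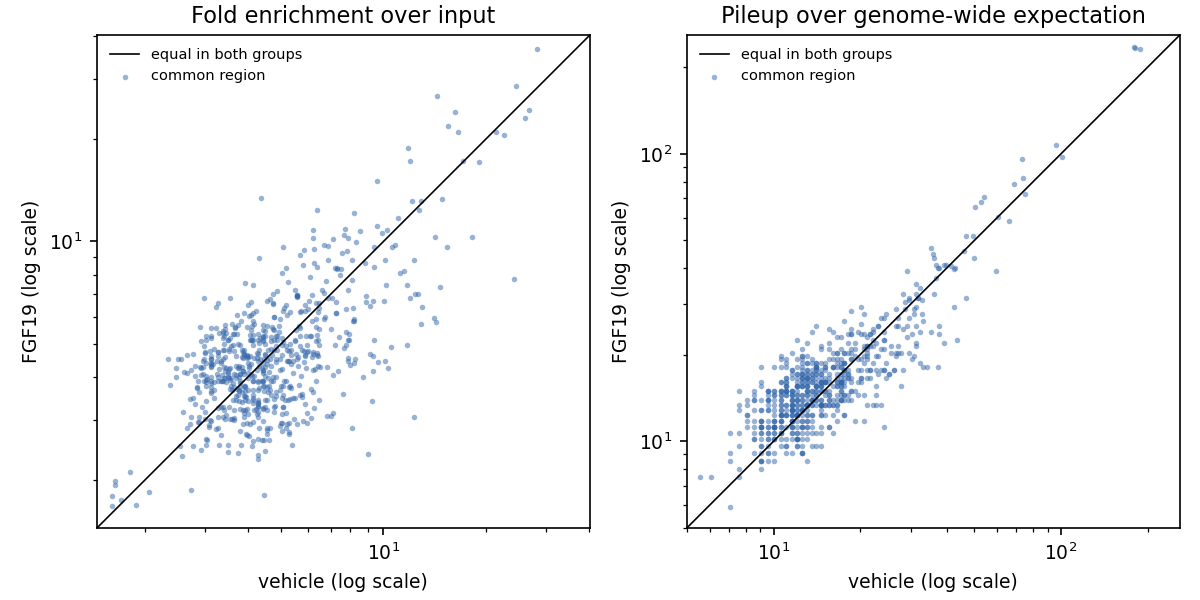
Each point is one of the 678 regions with an SHP peak in both groups, with vehicle on the x axis and FGF19 on the y axis, both log scaled. At the left is fold enrichment over input, where 48.5% of the points lie above the line of equal values; at the right is pileup over the genome-wide expectation, where 62.4% do.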

Remarkably, SHP binding peaks in both groups showed a strong preference for the promoter regions, which provides confidence that the binding is functionally significant. Potential new functions directly regulated by SHP were identified and unexpected motifs for non-nuclear receptor transcription factors that are enriched in SHP binding regions were also identified.

A striking finding is that SHP acts as a global partner with SREBP-2 in regulation of cholesterol biosynthesis. A remarkable global overlapping of many SHP binding sites with those of SREBP-2, previously published [20], was detected. Over 40 % of the SREBP-2 sites co-localized with SHP sites and about 20 % of the SHP sites were co-localized with SREBP-2 sites. 

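The SHP peaks at genes of sterol synthesis and uptake named in Figs. 4c, 5a and 9 were counted within 5 kb of each gene, for the 19 genes reported here. Of these, 11 had an SHP peak in the FGF19 group and 4 in the vehicle group. For the 12 genes from Figs. 4c and 5a the numbers were 10 and 1, and for the 7 further genes of Fig. 9, added to the list after the data were seen, they were 1 and 3. Fig. 4c displays genes selected from these same libraries, so the first pair of numbers is not an independent test of a rise with FGF19. With FGF19, Idi1 had a peak with a fold enrichment of 4.51 and its summit 102 bp downstream of the gene start. The other fold enrichments were 4.11 at Ggps1, 3.48 at the Scarb1 promoter, 3.90 at Dhcr7 (6634 bp downstream of the gene start, in an intron) and 3.75 at Sec14l1. With vehicle, Scarb1 had a peak in an exon 14846 bp downstream of the gene start. The summits of this peak and of the Dhcr7 peak lay within 1 kb of an annotated TSS. Lss had a peak in the vehicle group only, on chromosome 10 of mm9 from 75994124 to 75994409, with its summit 31 bp upstream of the gene start and a fold enrichment of 6.22. Mvd and Sc5d also had peaks with vehicle only, with fold enrichments of 3.22 and 3.87, and the Sc5d summit lay in an exon 8953 bp downstream of the gene start. Neither list had a peak at Mvk, Sqle, Pmvk, Fdps or Hsd17b7. The SREBP-2 peaks were not analysed here.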

Remarkably, SHP binding was detected at most of SREBP-2 target genes related with sterol biosynthesis, including *Hmgcr*. We showed that endogenous SHP interacts with SREBP-2 in response to FGF19 or feeding, is recruited to direct SREBP-2 target sterol biosynthetic genes, and inhibits their expression (Fig. 9). We further showed that FGF19 signal-induced phosphorylation of SHP at Thr-55 appears to be important for functional interaction with SREBP-2 in the nucleus. These molecular and biochemical studies, together with genomic analyses, demonstrate that SHP and SREBP-2 are transcriptional partners in the regulation of cholesterol biosynthesis gene networks in response to FGF19.

**Fig. 9:**
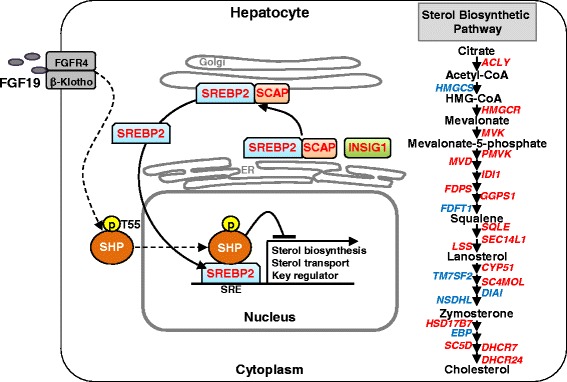
Model: Treatment with FGF19 or physiological activation of FGF15 in mice by feeding increases the interaction between endogenous SHP and SREBP-2 in the nucleus in the liver and inhibits expression of direct SREBP-2 targets in the sterol biosynthetic genes, in a SHP-dependent manner. FGF19-induced phosphorylation of SHP at Thr-55 appears to be important for functional interaction with SREBP-2 in the nucleus. Hepatic genes that have shared binding peaks of SHP and SREBP-2 identified by ChIP-seq, ChIP, or both are indicated in red

The functional role of SHP in the inhibition of the conversion of cholesterol to BAs to reduce liver BA levels and prevent hepatotoxicity has been established [5, 6, 10], but the consequential increase in cholesterol levels could detrimentally result in hypercholesterolemia and related diseases. Our present study suggests that SHP, with SREBP-2, inhibits expression of hepatic genes involved in sterol biosynthesis and regulatory processes, which would likely counteract the inhibition of cholesterol catabolism and prevent excessive accumulation of cholesterol. Strikingly, expression of nearly all tested genes in the cholesterol biosynthetic and transporter pathways, as well as key regulators, were inhibited by FGF19 or feeding, which importantly, was attenuated in SHP-KO mice, demonstrating a role for SHP in transcriptional inhibition of sterol biosynthetic gene networks during the postprandial period, which provides a potential mechanism for cholesterol-lowering action of FGF15/19 [16]. Our findings, together with the well-known function of SHP in suppressing BA biosynthetic genes, identify SHP as a global transcriptional regulator in maintaining interrelated cholesterol and BA homeostasis.

## Conclusion

Our genome-wide analysis of SHP binding sites in hepatic chromatin in mice treated with vehicle or FGF19 reveals unexpectedly that SHP functions as a global transcriptional partner of SREBP-2 in regulation of sterol biosynthetic gene networks. Pharmacological activation of the FGF19 pathway has attractive therapeutic potential for treatment with metabolic disease and bile acid-related hepatobiliary disorders [16, 29], and in fact, FGF19 analogs are currently being tested in clinical trials. For this reason, the present study, not only greatly increases our understanding of the global function of SHP in mediating FGF19 metabolic action, but also provides useful information for developing therapeutic strategies for FGF19-associated diseases.

## Methods

### Reagents

Antibodies for SHP (sc-30169), SREBP-2 (sc-5603), HDAC1 (sc-7872), HDAC3 (sc-11417), and Lamin A (sc-20680) were purchased from Santa Cruz Biotechnology; for M2 (F3165) from Sigma, for β-actin (#4970) from Cell Signaling, for LSD1 (ab17721) from Abcam, and H3K9/K14-Ac (#06-599) and H3K9-me2 (#07-030) from Millipore. SREBP-2 siRNA (M-050073-01) was purchased from Dharmacon, Inc., and pcDNA3.1-flag-SREBP-2 was obtained from Addgene.

### Animal experiments

Male C57BL6 mice or SHP-KO mice (8-12 weeks old) were fasted for 12 h and injected via the tail vein with vehicle or FGF19 (1 mg/kg) at 09:00, and 2 h or 6 h later, livers were collected. For adenoviral experiments, C57BL6 mice were injected via the tail vein with adenoviruses (0.5-1.0 × 10^9^ active viral particles in 100 μL PBS) and 1-2 weeks later, the mice were sacrificed as described [12, 13, 30]. For feeding or GW4064 experiments, mice were fasted for 12 h and then, fed for 6 h or treated with GW4064 (30 mg/kg in corn oil) for 6 h, and livers were collected for further analyses.

### Ethical approval

All animal use and adenoviral protocols were approved by the Institutional Animal Care and Use and Institutional Biosafety Committees and were in accordance with National Institutes of Health guidelines.

### ChIP assays and genomic sequencing

Mice were fasted overnight and injected with vehicle or FGF19, livers were collected 2 h later, and ChIP assays were performed using SHP antibody (sc-30169). Three sets of input and immunoprecipitated samples from three mice were pooled and 18 ng DNA was used for genomic sequencing using the Illumina/Solexa Genome Analyzer II (Biotechnology Center, University of Illinois at Urbana-Champaign). To validate the specificity of the SHP antibody for ChIP-seq, SHP binding to hepatic genes was analyzed by three independent ChIP assays for vehicle- or FGF19-treated WT and SHP-KO mice (Additional file 1: Figures S1a, S5a).

### ChIP-seq mapping and peak finding

The raw ChIP-seq reads were mapped to the mouse reference genome (UCSC mm9) with up to two mismatches using Bowtie [31] and peaks were identified by MACS. 

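In the lists the largest q-value was 0.0406 with vehicle and 0.0487 with FGF19, below the cutoff of 0.05. The same q-value cutoff corresponded to different p-values in the groups, at most 1.8e-05 with vehicle and at most 4.2e-05 with FGF19. With a q-value of at most 0.001, 1230 vehicle peaks and 2705 FGF19 peaks remained, a ratio of 2.20. Asking for a fold enrichment of at least 5 changed the numbers most, to 385 with vehicle and 584 with FGF19, a ratio of 1.52.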

Peaks with false discovery rate (FDR) <0.05 were kept. To estimate coverage of our data, a ChIP-seq saturation test was done by sub-sampling the reads from all mapped reads. The Pearson correlation coefficient was calculated for average reads coverage in 10,000 bp bins across the genome between the sub-sampled data and the full dataset using the bigwigCorrelate program from deepTools (version 1.5.11) [32]. We found that the correlation has reached 0.95 when 75 % of the reads were sampled. 

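The peak caller's record gives 17968561 mapped SHP ChIP tags with vehicle and 16301598 with FGF19, and 16743814 and 17849172 input tags. Tags at an already occupied position and strand were 14% of the ChIP tags with vehicle and 18% with FGF19, and 3% of the input tags in both groups. The genome-wide background expected from the tags used and their extended length was a pileup of 1.99 with vehicle and 1.87 with FGF19, and the lowest peak in each list had a pileup of 11 and 10. The portion of tags in peaks and the strand cross-correlation need the alignments and were not analysed here.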

To determine the quality of the ChIP-seq data, quality metrics from the ENCODE project [33] were used as benchmarks including: ‘Number of unique mapped reads’, which was higher than the ENCODE mean; ‘Signal portion of tags’ (SPOT), with our samples substantially higher than the ENCODE median; ‘PCR bottleneck coefficient’, with our samples higher than at least 25 % of ENCODE data which is considered only ‘mild bottlenecking’; and ‘normalized strand cross-correlation coefficient’ and ‘relative strand cross-correlation coefficient’ which were not high, but mostly above 1 which is considered acceptable quality by ENCODE.

### Data availability

The primary ChIP-Seq data have been deposited to the NCBI GEO database under the following accession number, GSE74913.

### Peaks annotation and GO analysis

Genomic features associated with peaks were determined by CEAS [34]. For SHP peaks, the distance to nearest TSS and enriched GO terms (*P* value <1e-3, FDR <0.05) were reported by GREAT version 2.0.2 [35] (association rule: Single nearest gene: 50 kb max extension and curated regulatory domains included).

### Motif discovery

We used MEME-ChIP [36] for *de novo* identification of transcription factor motifs. The regions, +/- 100 bp centered on peak summits, were extracted and then input to MEME-ChIP. The top 20 motifs (motifs with E-values <0.05 were considered) with lengths ranging from 6 to 15 were compared to known motifs in database JASPAR_CORE_2014 [37]. Motifs were also compared with the results from the pipeline ‘peak-motifs’ [38] (motifs with E-values <0.01 were considered) which were in good agreement with the MEME-ChIP results (Additional file 2: Table S1).

### CoIP, Re-ChIP, and siRNA/ChIP

CoIP and re-ChIP assays were performed as described [13, 39, 40]. Briefly, in CoIP assays, mouse liver extracts were prepared in 50 mM Tris-HCl, pH. 8.0, 150 mM NaCl, 2 mM EDTA, 0.5 % NP40, 10 % glycerol. For siRNA/ChIP assays, hepatocytes were transfected with siRNA and 3 days later, ChIP assays were done as described [25, 30].

### Biochemical fractionation studies

Liver tissues were minced and then resuspended in hypotonic buffer and cells were lysed by homogenization. After centrifugation, the nuclear pellet and cytoplasmic supernatant were collected for IB.

### GST pull-down assays

DNA fragments containing SREBP-2 (amino acids, 1-480, 1-50, 51-330, and 331-480) were inserted into the pGEX4T-1 at BamH1/Xho1 sites. GST-fusion proteins were incubated with the reciprocal proteins that were synthesized by TNT (Promega, Inc.) and their interaction was detected by IB.

### Construction of *Hmgcr-luc*, *Insig1-luc*, and *Srebp2-luc*, and reporter assays

Genomic DNA fragments containing *Hmgcr* (-190/+65), *Insig-1* (-361/+14), or *Srebp-2* (-485/-102), were inserted into the pGL3-basic-luc plasmid and used for reporter assays.

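Counted from the annotated start of each gene, with the first transcribed base as +1, the cloned Insig1 and Srebf2 fragments were placed on mm9 and set beside the SHP peaks of the FGF19 group. The Insig1 fragment lies on chromosome 5 from 28397591 to 28397965 (375 bp, plus strand) and shares 127 bp with the peak from 28397839 to 28398166, whose summit at 28397988 lies outside the fragment in the transcribed region. It holds the NF-Y sequence ATTGGC at position -216 and the half-site AGGTCA at position -105. The sequence of 61 bases around that summit is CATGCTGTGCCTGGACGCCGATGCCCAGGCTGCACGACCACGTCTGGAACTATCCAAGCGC. The Srebf2 fragment lies on chromosome 15 from 81977211 to 81977594 (384 bp, plus strand) and shares 0 bp with the peak from 81977633 to 81977931, whose first base lies 39 bp after the last base of the fragment. It holds the sequence ATCACCCCAT, 1 mismatch from the sterol regulatory element consensus ATCACCCCAC, at position -160, and ATTGGC at position -132. Around the Srebf2 summit at 81977732 the sequence is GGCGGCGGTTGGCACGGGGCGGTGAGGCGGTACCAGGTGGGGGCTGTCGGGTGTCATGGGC. The paper's text does not name the transcript from which its positions are counted, so another start would move the fragments. In the vehicle group 0 peaks overlapped either fragment.

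**Figure D4:**
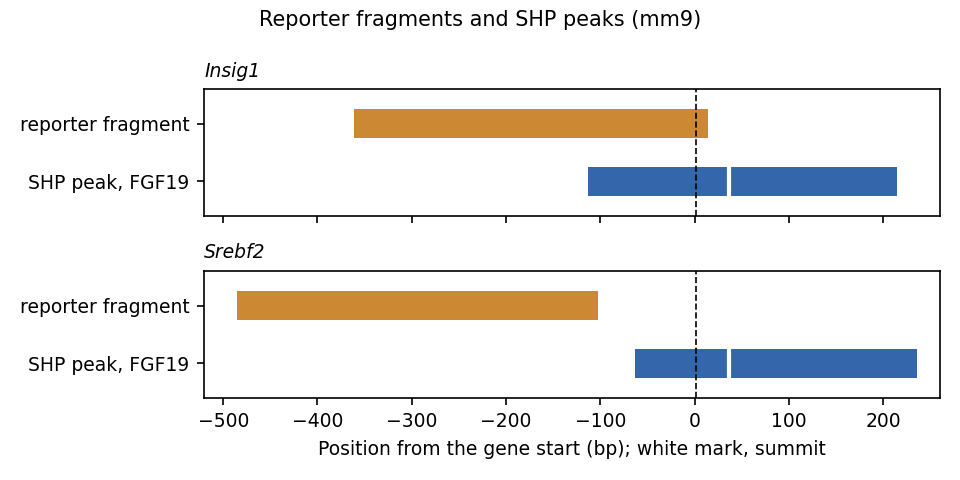
Positions of the reporter fragments (orange) and of the SHP peaks of the FGF19 group (blue, summit in white) in bp from the annotated gene start (dashed line) at Insig1 and Srebf2. The Insig1 fragment overlaps the peak by 127 bp, and the last base of the Srebf2 fragment lies 39 bp before the first base of the peak.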

### q-RTPCR

Total RNA was isolated, cDNA was synthesized, and q-RTPCR was performed and the amount of mRNA for each gene was normalized to that of 36B4. Primer sequences used in q-RTPCR and ChIP are listed in Additional file 2: Table S2.

## Additional files

Additional file 1: Figure S1. Information about the quality of SHP antibody for ChIP and ChIP-seq analysis. **Figure S2.** Validation of SHP binding from ChIP-seq analysis. **Figure S3.** Effects of FGF19 treatment on SHP binding at hepatic genes. **Figure S4.** Functional GO analysis of SREBP2 and SHP shared binding sites. **Figure S5.** Effects of FGF19 on SHP binding at sterol biosynthetic genes in WT and SHP-KO mice and in primary mouse hepatocytes. **Figure S6.** GST-SHP and GST-SREBP2 proteins used in GST pull-down assay. (PDF 801 kb) Additional file 2: Table S1. Comparison between MEME-ChIP and peak-motifs on predicting interacting TFs. **Table S2.** Primer sequences used in q-RTPCR and ChIP studies.

How the deposited data were processed for this re-analysis (not part of the article)

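SHP binding was measured by ChIP-seq in mouse liver 2 h after injection of vehicle or FGF19. Each group is 1 SHP ChIP library and 1 input library, pooled from 3 mice. The authors aligned the reads to mm9 with Bowtie, allowing up to 2 mismatches, and called peaks in each group against its own input with MACS version 2.0.10.20130501, with a q-value cutoff of 0.05, an effective genome size of 1870000000 bases and at most 1 tag kept per position and strand. The peak lists the authors deposited were the starting point, and the reads were not analysed here. For the mapping of libraries to groups the sample labels and the paper's methods were used.

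The deposited signal value is the pileup of extended tags at the summit, in the ChIP library. The authors' peak caller scaled the larger of ChIP and input to the smaller, and in both groups the input was the larger. The deposited fold enrichment is a ratio that the authors' peak caller made from the pileup and the local input background. The -log10 p-value and -log10 q-value are as the authors' peak caller gave them. The background was worked out from pileup and fold enrichment as (pileup + 1) / fold enrichment - 1, and the lowest value found this way, 1.99 with vehicle and 1.87 with FGF19, was 1.00 times the genome-wide expectation from tags, extension and genome size in both lists.

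The SHP ChIP libraries had 15473647 tags with vehicle and 13444078 with FGF19 after the authors' filter. With 1 pooled library per group there is no replicate error, so no p-value is given for any difference between the groups. Wilson 95% intervals are given for percentages of peaks and cover counting error only.

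Peaks were called common when they shared at least 1 bp. Random placement moved the vehicle peaks within their chromosomes 1000 times. At common regions the strongest peak of each side was compared. Peak centres were set against the TSS of 95495 annotated transcripts of GENCODE M1, which uses the same build as the peaks, and genes were taken as the single nearest within 50 kb. Exact matches to consensus sequences on either strand were counted within 100 bp of each summit. Backgrounds were 100 draws from 965317 random windows matched in GC bins of 2 percentage points, and 100 draws from promoters without a peak at the same distance from the TSS. The genes named were all genes for which the paper names or displays SHP binding, with peaks within 5 kb of the gene, and the peaks named were the 5 with the largest fold enrichment in each list and the 5 common peaks with the largest rise and fall. This rule, the main settings and the list of alternatives were fixed before the data were examined. Some genes under this rule are not reported here, and counts of named genes leave them out. The genes of Fig. 9 and a few alternatives were added afterwards and are described as such.

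The overlap, distance and motif functions were tested on simulated data and gave the planted answer in 8 of 8 checks. The motif background was also checked on windows without peaks, and the exon shares on simulated summits. The alternatives covered the thresholds, the overlap that counts as shared, the measure of binding, the annotation and the background. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyfaidx 0.9.0.4, samtools 1.23.1 and matplotlib 3.10.9 were used. Gene ontology terms, de novo motifs, SREBP-2 peaks, gene expression and the qPCR-based ChIP assays were not analysed here.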

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

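All tests in this part were chosen only after the result was seen.

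The FGF19 list has 7 peaks on mitochondrial DNA and the vehicle list has 0. The paper does not report on them. Their fold enrichments were between 1.251 and 1.50 and their pileups between 459 and 520, the highest pileup in the list. With at most 1 tag per position and strand and tags extended to 260 bp, a pileup cannot exceed 520, and the highest observed pileup divided by this limit was 1. Saturation under 1 tag per position is therefore a candidate explanation for these peaks, since a saturated pileup no longer follows the amount of DNA. An effect of FGF19 on mitochondrial DNA was not tested.

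Of 40 genes for abundant liver plasma proteins and apolipoproteins, 29 carried a peak common to both groups. The paper does not discuss these sites. Among the strongest peaks of each list by fold enrichment were one beside Apoe on chromosome 7 (28.1 with vehicle and 36.6 with FGF19) and, in the vehicle list, others at Alb (25.9) and Fga (24.1). The Fga peak had 7.77 with FGF19, one of the 5 largest falls, while its pileup was 98 tags with vehicle and 97 with FGF19. Peaks at the liver enzyme genes Cyp2c29, Car3 and Cyp3a11 and a peak near a TSS of Gm5424 (24.4 with vehicle and 28.5 with FGF19) were among the 5 strongest of a list too. None of the 10000 random lists of 40 protein-coding genes held as many genes with a common peak (0 lists, highest 7 genes), nor did lists matched on gene length (highest 7). The 29 genes were far above the 7 of the highest random list, which argues against a random choice of genes for these 40. Because the 40 genes were listed after the strongest peaks had been seen, the size of the excess may be overstated. Of the FGF19 summits inside these genes, 85.7% lay farther than 1 kb from a TSS, against 24.5% of the other common summits, and the vehicle list gave 85.7% and 24.7%. Signal over the bodies of highly transcribed genes is a candidate explanation that this test cannot tell apart from specific SHP binding, and the location of such peaks in exons is taken up among the other observations. No biological explanation was tested.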

How the results depend on the processing

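Across 16 results, 4 of them exon and intron shares added after seeing the data, 76 alternatives were run, of which 48 left the result the same and 22 moved it. The other 6 concern binding at common regions and lay on the other side of no difference from a main value whose own interval includes no difference. No paired analysis was possible because each group has 1 pooled library.

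The numbers of peaks stayed within 1.5 times their values with stricter q-values, chromosomes 1 to 19 and X, or a common p-value cutoff added after seeing the data. With a fold enrichment of at least 5 there were 385 vehicle peaks and 584 FGF19 peaks. The FGF19 list was the longer under each of these alternatives. The number of FGF19 peaks overlapped by a vehicle peak ranged from 465 to 687. The share of vehicle peaks overlapped moved from 45.5% to 34.8% with a reciprocal overlap of 50%, to 30.8% with summits at most 100 bp apart and to 31.3% against the same number of top peaks of the FGF19 list. The cause was not tested.

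The comparison of binding at common regions depended on the measure. By fold enrichment 48.5% were higher with FGF19, with an interval that includes 50, and between 46.9% and 48.6% with closer summits, 1 peak on each side or a stricter q-value. With pileup divided by the ChIP tags 73.6% were higher, with a median log2 ratio of 0.20. By -log10 q-value it was 51.8%, with an interval that includes 50, and a median log2 ratio of 0.046, whose interval includes 0. With pileup over the genome-wide expectation, added after seeing the data, it was 62.4% with a median log2 ratio of 0.087. Neither tag extension nor local background could be settled as the cause.

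The share of peaks within 1 kb of a TSS was higher with FGF19 under the other alternatives run, but among common peaks it was nearly equal, 68.8% with vehicle and 68.9% with FGF19. Among peaks in 1 group only it was 76.0% with vehicle and 85.1% with FGF19. A 500 bp window gave 68.4% and 78.2%, and a 5 kb window 83.6% and 88.8%. One TSS per gene, added after seeing the data, gave 67.3% and 75.1%. With protein-coding transcripts only, the FGF19 value was 79.7%. Without peaks in exons away from the TSS, added after seeing the data, the shares were 87.8% and 89.1%, with intervals that overlap. With one TSS per gene the 4 exon and intron shares rose.

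The numbers of nearest genes stayed within 1.5 times their values. For all peaks and for promoter peaks the YY1/SRE percentages stayed above every background draw under each motif, flank and background tried, the GC-matched promoter windows and the comparisons without repeats having been added after seeing the data, although the margin over GC-matched windows with FGF19 was small. For peaks in 1 group only this depended on the background. Against all GC-matched windows, 8.52% for vehicle lay inside the draws (4.50 to 9.61) and 6.75% for FGF19 inside its own (5.73 to 7.96). Without repeated sequence in peaks and windows, added after seeing the data, 8.18% for vehicle and 6.82% for FGF19 lay above every draw (highest 4.09% and 3.37%). The common peaks lay above the draws of all GC-matched windows (11.2% with vehicle, highest draw 9.48%, and 10.5% with FGF19, highest draw 8.73%). Because each group is 1 library, the depth limits all results to a description of these 2 libraries.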

Differences from the paper's values

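In the FGF19 group, 8.40% of peaks lay in exons farther than 1 kb from a TSS, against the paper's about 5.4% in Fig. 1c, read by eye. In introns there were 4.71% of vehicle peaks against the paper's about 12% in Fig. 1c, read by eye, and 4.34% of FGF19 peaks against the paper's about 14% in Fig. 1c, read by eye. No alternatives were set before the data were examined for these shares. With one TSS per gene, chosen after seeing the values, the exon share with FGF19 was 11.7%, farther from the paper's value. The intron shares were 7.03% with vehicle and 7.58% with FGF19, nearer to the paper's values but still below them. A centre in any annotated exon was counted as exonic here, and the paper used CEAS, which was not run. The split between exons and introns may therefore not be comparable.

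The paper's Results give 3154 peaks with FGF19 and its Discussion 3155, and the list holds 3155. The percentages within 1 kb of a TSS were 72.7% with vehicle and 81.6% with FGF19, against the paper's 66% and 74%. With one TSS per gene, chosen after seeing the values, they were 67.3% and 75.1%, and of the alternatives set before the data were examined the 500 bp window came to 68.4% with vehicle and 78.2% with FGF19.

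The paper states that FGF19 enhanced SHP binding at the sites. At the regions common to both groups, fold enrichment was higher with FGF19 in 48.5%, while pileup divided by the ChIP tags, set before the data were examined, was higher in 73.6%. These regions leave out the 2468 peaks found with FGF19 only and the 822 found with vehicle only. The paper also reports standard ChIP assays, not analysed here. In these, SHP binding rose at nearly every gene tested, drawn from genes with enriched binding with FGF19. For Cyp7a1 the paper describes smaller peaks in the FGF19 sample, and 0 peaks of the FGF19 list lay within 5 kb of this gene.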

Other observations

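The tests of sequencing depth, tag extension, exons and repeated sequence were chosen only after the result they explain was seen, though what each outcome of the exon and repeated-sequence tests would mean was written down before they were run.

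More peaks were found with FGF19 than with vehicle. The FGF19 library was the shallower one, with 0.869 times the tags of the vehicle library, so the depth of the ChIP library would act the other way. The FGF19 input was the deeper input, and an effect of input depth on the number of peaks was not tested. With one p-value cutoff of 1e-05 for both lists, an alternative added after seeing the data, the ratio of FGF19 to vehicle peaks was 2.09, so the difference in p-value behind the q-value cutoff does not account for it. With 1 pooled library per group, a difference in the efficiency of the precipitation was not tested, and an effect of FGF19 cannot be told apart from it.

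The overlap of the lists was set against their shared preference for promoters. Of 22208 protein-coding gene promoters, 550 had a peak in both lists, which is 4.05 times the number expected from independent choice (136). The shared preference for promoters as a class is not enough to give this overlap, and the hypothesis that remains is that both libraries mark some of the same promoters, whether by SHP or by another property of those promoters that was not tested.

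Peaks with FGF19 only lay within 1 kb of a TSS more often than common peaks, by 16.3 percentage points. Matched on fold enrichment, the difference was 15.1 points, so peak strength explains little of it. Matched on GC content it was 7.06 points (bootstrap 95% interval 3.61 to 10.4), 0.434 times the unmatched difference. The part that matching removed cannot be told apart from a difference in GC content. With peaks in exons away from the TSS left out, a step added after seeing the data that can only raise these shares, 91.7% of common peaks (89.0 to 93.8) and 88.5% of FGF19-only peaks (87.2 to 89.7) lay within 1 kb of a TSS. In the vehicle list the same step gave 92.0% of common peaks (89.3 to 94.1) and 84.8% of vehicle-only peaks (82.0 to 87.2). Without exonic peaks the common peaks therefore no longer lie near a TSS less often, and in the vehicle list they lay near one more often. The median GC around the summit was 69.2% in FGF19-only peaks and 65.2% in common peaks.

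At most common regions pileup divided by the ChIP tags was higher with FGF19 while fold enrichment was not. Taking account of tag extension brought the share of regions higher with FGF19 to 62.4%, which neither removes the pattern nor leaves it as it was. The local background, relative to the genome-wide expectation, was higher with FGF19 at 56.9% of regions. It was worked out from the same pileup and fold enrichment, so this value restates the gap between the measures and does not test it. The pattern cannot be told apart from a difference in tag extension or in local background.

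Common peaks that lay inside genes and away from promoters sat mostly in exons. Of 189 FGF19 summits of common peaks that lay inside genes and farther than 1 kb from a TSS, 172 were in exons, 91.0% (95% interval 86.1 to 94.3), and with vehicle 174 of 190 were, 91.6% (86.8 to 94.8). Random positions in the same genes fell in exons in at most 30.7% of positions over 1000 draws, and positions matched on GC in at most 41.8%. The exon share of the gene length and the GC content of exons therefore do not account for it. Inside genes, peaks found in 1 group only lay in exons less often than common peaks but also above their backgrounds, in 59.7% with vehicle, against at most 25.9% of random and 34.5% of GC-matched positions, and in 45.6% with FGF19, against at most 24.8% and 33.0%. If spliced RNA or DNA copied from it had entered the libraries, the peaks would keep to exons beyond the summit as well. Of the bases of exonic common peaks with FGF19, 84.0% lay in exons, against at most 68.3% for intervals of the same lengths centred at random in exons of the same genes, and with vehicle 87.1% against at most 70.9%. The exonic peaks found in 1 group only gave 87.0% with vehicle, against at most 81.7%, and 84.9% with FGF19, against at most 79.1%. This is consistent with material from spliced transcripts of highly expressed liver genes as a candidate source of many exonic peaks away from promoters, in both groups. The samples' protocol includes RNase A before the DNA was isolated, so RNA itself would have had to escape this step. Binding to chromatin over exons was not excluded, and the reads, which would show splice junctions, were not analysed here. Peaks within 1 kb of a TSS were not part of this test.

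The YY1/SRE core was about as frequent in GC-matched random windows (6.71%) as in peaks found with FGF19 only (6.75%). Vehicle-only peaks, at 8.52% (6.80 to 10.6), also lay inside the range of their draws, 4.50 to 9.61, while common peaks lay above theirs in both groups. Without repeated windows the background of the FGF19-only peaks fell to 0.364 times its value, 2.44%, so repeated sequence accounts for much of the high background. With repeated sequence left out of the peaks as well, a comparison added after these values were seen, 6.82% of FGF19-only peaks held the core, against at most 3.37% in any draw, and 8.18% of vehicle-only peaks, against at most 4.09%. In promoter windows matched on distance and GC the highest of 100 draws was 5.10% for vehicle and 4.97% for FGF19, below the 12.0% and 8.31% of the promoter peaks. Promoter location and GC content thus do not account for the frequency of the motif, and the motif was more frequent in vehicle promoter peaks than in FGF19 promoter peaks, with intervals of 10.24 to 14.1 and 7.31 to 9.44.

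Among the sterol genes of the paper, Lss, Mvd and Sc5d had a peak with vehicle and not with FGF19. With 1 library per group, whether this is a loss of binding or variation between libraries was not tested.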
